A study of Homo sapiens with 4 samples. Its data were reported in "Defective autophagy in GNE myopathy is rescued by inhibition of noncanonical Akt–mTORC1 activation across multiple isogenic models" (2026).

How the data were processed

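RNA was sequenced from neuromuscular organoids of normal H9 human embryonic stem cells and of H9 cells base edited to carry the I329T substitution in GNE, with 2 libraries in each of 2 groups. According to the paper's methods, organoids were dissociated with an enzyme blend and passed through a cell strainer before RNA was isolated, so cells that do not survive or pass this step are missing from the libraries. Groups and replicate numbers were taken from the sample titles. The labels also describe the cells as lymphoblasts, which is at odds with the organoids of the titles, and the titles were followed. The labels name a stranded mRNA library kit, while the supplement to the paper names another directional kit and platform. Both mark the strand, so counting could separate sense from antisense fragments, but the strand setting of the counting is not given in the sources used here.

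Each deposited file holds RSEM output for 1 library. The submitters' processing notes list FastQC, Trim Galore 0.6.6, STAR 2.7.9a and RSEM 1.3.3 and the builds GRCh38 and GRCm38, and the paper's methods name another STAR release. The files hold human gene identifiers. The expected counts deposited by the authors are RSEM estimates per gene that divide fragments matching several genes, and 14.9% of all values were not whole numbers. The TPM values deposited by the authors were made by RSEM from these counts and the effective transcript lengths and sum to the same total in each library. The FPKM values in the deposited files are proportional to TPM within a library and were not used. The 62710 gene identifiers were matched by identifier to GENCODE release 44 on GRCh38, which named 62639 (99.89%). Rows without a match held 0.012% to 0.016% of counts. Coordinates are those of this annotation, 1-based.

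Expected counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 25796 genes. Library sizes were scaled by TMM factors (0.982 to 1.022). CPM values are counts scaled to these library sizes by the cpm function of edgeR, and their SD is over the 2 libraries of a group. I329T was compared with normal by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. The SE of a log2 fold change is its size divided by the square root of the F statistic. Genes were counted as higher or lower past an absolute log2 fold change of 1 and an adjusted p of 0.05, a threshold that the study's methods give for its DESeq2 analysis. Another section of those methods gives a stricter adjusted p of 0.01 with the same fold, which was tried as an alternative. In the text on gene lists, a gene rose or fell when its adjusted p was under 0.05, with no fold threshold. Genes of the Y chromosome and of X inactivation were left out of the reported genes.

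Before the data were examined, 35 gene lists with 932 members were fixed for autophagy, mTORC1 and metabolism, matrix and adhesion, the cell types and positional identities the organoids could hold, proliferation and RNA quality. All members were matched to an identifier, 1 of them by a current name. Lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 and adjusted over the 35 lists. As 2 libraries per group leave few degrees of freedom, the correlation estimated from the data is itself uncertain, and no list passed camera with it. Named genes were also set in advance. They are GNE, 7 matrix genes named by the study for other GNE models, the 8 genes with the largest rise and the 8 with the largest fall among called protein-coding genes of at least 10 CPM on average, and up to 4 members of each list, being the 3 with the smallest p and the most significant member in the opposite direction. The text leaves out some of the genes the rule names. The rule named 142 different genes, of which 140 had an adjusted p under 0.05, and for each of these the libraries of the groups did not overlap.

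The alternatives set in advance were DESeq2 size factors in edgeR, no low-count filter beyond a total above 0, a filter of 5 CPM in 2 libraries, the replicate number as a block, leaving out each library, limma on log2(TPM + 1), the DESeq2 1.42.0 Wald test, an adjusted p of 0.01, and for lists camera with an estimated correlation, preranked fgsea 1.28.0 with 100000 permutations and fry. DESeq2 size factors moved the median log2 fold change of all genes by -0.001. Leaving out genes of chromosome 12 and of a chromosome 1 segment (gene starts from 196225779 to 209900923), and thinning libraries to the smallest total, were chosen after seeing the data, as were 4 further lists (podocytes, kidney tubule, myeloid cells and imprinted genes). Chromosome medians were taken over protein-coding genes with log2 CPM above 3, with intervals from 1000 bootstrap resamples of genes, which treat genes as independent.

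The fit was tested on simulated counts for the 25796 genes with the means, depths and dispersions of the real libraries, in which 200 genes were changed. It recovered 71.6% of 67 genes changed 1.5-fold, 85.1% of 67 changed 2-fold and 100% of 66 changed 4-fold, at an adjusted p under 0.05. These rates were not split by expression level, so they do not show the recovery of genes with low counts. Of unchanged genes, 0.22% passed that threshold and 0.078% also passed the fold threshold. Chromosome 12 genes, raised 1.5-fold in the same simulation, had a median log2 fold change of 0.57. A simulated list raised by a log2 of 1 was called and 0 of 34 other lists were. The simulation did not take over the correlation between genes, estimated at -0.034 to 0.949 within the real lists. It therefore does not show how camera at its preset correlation behaves with correlated genes. The 2 normal libraries and the 2 I329T libraries differed by more than sampling noise, with a chi-square per degree of freedom of 19.5 and 46.2. Files were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.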

Results

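The data are bulk RNA sequencing of neuromuscular organoids (NMOs), self-organizing cultures grown from human pluripotent stem cells that hold muscle and neural tissue. They comprise 4 libraries in 2 groups: 2 from organoids of normal H9 human embryonic stem cells (an established line) and 2 from organoids of H9 cells that carry the I329T substitution in GNE. GNE is the bifunctional enzyme that begins sialic acid synthesis, and its loss of function underlies GNE myopathy. Total expected counts were 96217760 and 117124807 in normal replicates 1 and 2 and 116954688 and 126817200 in I329T replicates 1 and 2. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.991 between the normal libraries, 0.989 between the I329T libraries and 0.929 to 0.941 between groups. The labels do not say whether the 2 libraries of a group came from separate differentiations, so the p-values measure the spread between these libraries, with technical spread alone not ruled out.

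The comparison of I329T with normal organoids addresses how the GNE substitution changes gene expression in this tissue model. Neural genes were higher in I329T NMOs, whereas muscle, extracellular matrix and endothelial genes were lower. As lists these passed camera at its preset correlation only, since with an estimated correlation the adjusted p was 0.310 for neurons and for matrix, 0.676 for the sarcomere and 0.267 for endothelium. Among 25796 tested genes, 2852 were higher and 3481 lower in I329T NMOs by more than 2-fold at an edgeR adjusted p under 0.05. Without the fold threshold, 6672 genes rose and 6806 fell. In each of the 6333 genes past both thresholds the libraries of the groups did not overlap, which was the case for 78.4% of all tested genes and which chance gives for 33.3% of genes with 2 libraries against 2. The DESeq2 Wald test at the same thresholds gave 2451 higher and 3076 lower genes, of which 2403 and 3029 were among those of edgeR. The counts were smaller with limma on log2(TPM + 1), at 1499 and 1593, and with a filter of 5 CPM in 2 libraries, at 1189 and 1531.

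**Figure D1:**
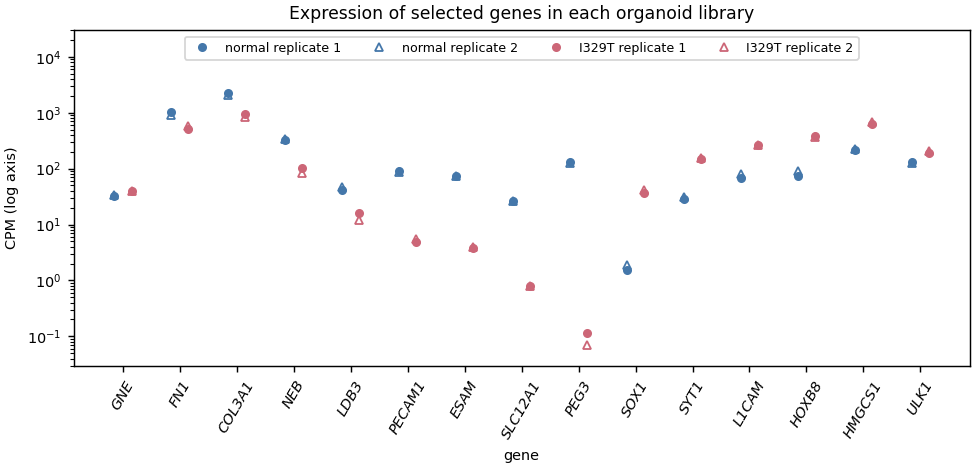
CPM of 15 named genes in each of the 4 libraries on a log axis, with filled circles for replicate 1 and open triangles for replicate 2 of the normal (blue) and I329T (red) groups. The libraries of the 2 groups do not overlap for any of these genes, and the widest gap is that of PEG3, with a mean of 128.9 CPM in the normal and 0.092 CPM in the I329T libraries.

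Among called protein-coding genes with at least 10 CPM on average, PEG3 fell the most. PEG3, an imprinted zinc finger gene at chromosome 19 from 56810077 to 56840728 (GRCh38), had 128.9 ± 1.67 CPM (SD, n = 2) in normal and 0.092 ± 0.030 CPM in I329T NMOs, with a log2 fold change of -10.44 (SE 0.14, edgeR adjusted p = 5.9e-06). The myeloid genes LYZ (lysozyme) and MPO (myeloperoxidase) had log2 fold changes of -8.50 and -8.48, but they differed between the normal libraries, with 8.31 and 40.6 CPM for LYZ and 14.3 and 69.2 CPM for MPO. Without normal replicate 2 the log2 fold changes were -6.94 for LYZ and -6.93 for MPO. TFCP2L1, STAB1, GJA4 and SLC12A1 were 55.4-fold, 44.1-fold, 38.1-fold and 33.4-fold lower. Without I329T replicate 1 the log2 fold change of TFCP2L1 was -6.41, against -5.79 with all libraries. STAB1 and GJA4 are endothelial genes, and SLC12A1 is the sodium, potassium and chloride cotransporter of the kidney tubule. LYZ lies on chromosome 12, whose genes had a median log2 fold change of 0.59.

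Among called protein-coding genes with at least 10 CPM on average, those that rose the most were PCDHGA3 (62.3-fold), SLCO1A2 (37.1-fold), TBX5 (25.1-fold), PCDHGA11 (24.8-fold), SOX1 (22.8-fold), SLC5A12 (19.1-fold), SCUBE2 (18.1-fold) and PCDHGB5 (15.6-fold). SOX1, a transcription factor of neuroepithelial cells at chromosome 13 from 112067149 to 112071706, went from 1.69 ± 0.235 to 38.7 ± 3.54 CPM (SD, n = 2). SCUBE2 takes part in the release of hedgehog ligands, and TBX5 is a transcription factor of heart and forelimb. SLCO1A2 and TBX5 lie on chromosome 12. PCDHGA3, PCDHGA11 and PCDHGB5 are gamma protocadherins, whose transcripts share constant 3′ exons, so the way RSEM divides fragments among them leaves their levels uncertain.

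GNE itself (ENSG00000159921, chromosome 9 from 36214441 to 36277042) had 33.0 ± 0.585 CPM in normal and 39.9 ± 0.572 CPM in I329T NMOs (SD, n = 2), a 1.21-fold difference (log2 fold change 0.27, SE 0.06, edgeR adjusted p = 0.0124). Gene counts do not show a base substitution, so these values do not check the genotype. The call for GNE was lost without normal replicate 1 (log2 fold change 0.25, edgeR adjusted p = 0.110) and without normal replicate 2 (0.29, edgeR adjusted p = 0.075). Of 25 genes for sialic acid synthesis, transport, transfer and removal, 10 rose and 11 fell at an edgeR adjusted p under 0.05. The sialyltransferases ST3GAL6 and ST6GAL1 were 4.38-fold and 2.50-fold lower, and ST8SIA1, which makes the ganglioside GD3 and lies on chromosome 12, was 5.83-fold higher. The counts adjusted over the list alone were also 10 and 11. As a set the list did not differ from other genes (camera adjusted p = 0.243), but without the genes of chromosome 12 and of the chromosome 1 segment it was lower (median log2 fold change -0.21, camera adjusted p = 0.044, and 0.542 with an estimated correlation).

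Muscle genes were lower in I329T NMOs. Of 56 tested genes of the sarcomere and muscle fibre, 51 fell, 1 rose and 4 did not pass the test, with a median log2 fold change of -1.66, which was -2.24 without I329T replicate 1 and -1.25 without I329T replicate 2. NEB, which encodes the giant thin filament protein nebulin, had 338.6 ± 10.4 CPM in normal and 93.7 ± 13.9 CPM in I329T NMOs (SD, n = 2), a log2 fold change of -1.85 (SE 0.11). The Z-disc gene LDB3 was 3.07-fold lower and the regulatory light chain gene MYL2, on chromosome 12, was 7.1-fold lower. The gene that rose was CASQ1, at 0.540 CPM in normal and 0.832 CPM in I329T NMOs (edgeR adjusted p = 0.0497), and its call was lost without any of the 4 libraries, with log2 fold changes of 0.54 to 0.70. Among 23 genes of muscle progenitors and myoblasts, 20 fell and 2 rose, with a median of -1.55 that was -2.11 without I329T replicate 1. MEOX1, SIX4 and EYA2, which act in somites and early muscle, were 5.65-fold, 2.37-fold and 2.59-fold lower. PAX3, which is also expressed in dorsal neural tube and neural crest, rose 3.66-fold. Both lists were lower as sets (camera adjusted p = 2.4e-09 and 4.9e-06), while with an estimated correlation the adjusted p was 0.676 for the sarcomere and 0.397 for the progenitors. The self-contained fry test gave an adjusted p of 0.065 for the sarcomere. Adjusted over the list alone, 52 sarcomere genes fell and 1 rose, and 20 progenitor genes fell and 2 rose.

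Neural genes were higher. Of 29 markers of neural progenitors 24 rose and 2 fell, and of 26 pan-neuronal genes 24 rose and 0 fell, with median log2 fold changes of 2.36 and 1.77. Besides SOX1, the oligodendrocyte and spinal progenitor gene OLIG1 went from 0.148 to 4.50 CPM, and the Notch ligand gene DLL1 rose 5.10-fold. PAX7, which marks dorsal neural progenitors as well as muscle stem cells, was 2.24-fold lower. SYT1 (synaptotagmin, on chromosome 12), SYP (synaptophysin) and the adhesion gene L1CAM were 5.18-fold, 3.13-fold and 3.58-fold higher. Among 31 factors and transmitter genes of spinal neuron subtypes 20 rose and 6 fell. LHX5 (on chromosome 12) and the glutamate transporter gene SLC17A6 rose 14-fold and 3.78-fold, and TAL1, a factor of V2b interneurons and of blood, was 15.8-fold lower at low levels (2.44 and 0.153 CPM). Camera adjusted p-values for progenitors, neurons and subtypes were 2.0e-21, 1.1e-25 and 1.2e-04, and the adjusted p was 0.310 for each with an estimated correlation. The counts adjusted over the list alone were the same. The supplement to the paper describes a reduced signal of MyHC in stained I329T NMOs, the direction of the sarcomere genes here. It also describes a reduced signal of the neuronal marker TUJ1, opposite to the neural genes. The stained organoids were of a later day than day 26, the tag of the libraries.

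Glial and crest markers were mixed, with 11 of 20 higher and 4 lower. TFAP2A and SLC1A3, genes of neural crest and astroglia, rose 4.50-fold and 4.21-fold, and the Schwann cell receptor gene ERBB3, on chromosome 12, was 2.06-fold lower. The list was called higher (median log2 fold change 0.59, camera adjusted p = 0.011), but the adjusted p was 0.661 with an estimated correlation, and fry and preranked fgsea did not call it (adjusted p = 0.067 and 0.136). Of 16 hedgehog signalling genes 9 rose and 4 fell. SHH, the ligand of the floor plate, went from 1.5 to 16.8 CPM and FOXA2, a floor plate factor, from 0.047 to 5.17 CPM, whereas the coreceptor gene GAS1 was 1.64-fold lower. The hedgehog list had a median of 0.28 and a mean of 1.29 (camera adjusted p = 0.0028, and 0.552 with an estimated correlation). Its call was lost with fry, fgsea, limma on log2(TPM + 1) and the filter of 5 CPM.

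HOX genes of anterior and trunk identity were higher. For paralogues 1 to 5, 13 of 15 rose and 1 fell, and for paralogues 6 to 9, 10 of 12 rose and 1 fell, with medians of 1.11 and 1.26. HOXB2, HOXB3, HOXB6 and HOXB8, on chromosome 17, rose 3.26-fold, 3.11-fold, 3.15-fold and 4.59-fold. HOXC4 and HOXC6, on chromosome 12, rose 3.63-fold and 2.57-fold, while HOXD1 and HOXD8 on chromosome 2 were 6.88-fold and 1.93-fold lower. The camera adjusted p was 5.2e-09 and 9.1e-09 (adjusted p = 0.310 for both with an estimated correlation), and without the genes of chromosome 12 and of the chromosome 1 segment it was 2.2e-07 and 2.2e-06. Of 11 tested paralogues 10 to 13, 6 rose and 2 fell, with HOXC10 at 3.92-fold higher and HOXC11 at 7.49-fold lower (both on chromosome 12) and HOXA13 at 0.098 and 0.818 CPM. This list was not called with all libraries (median 0.70, camera adjusted p = 0.171), but it was without the genes of chromosome 12 and of the chromosome 1 segment (1.06, 0.037). With 1 library left out, it was called without I329T replicate 1 (median 1.14) and without I329T replicate 2 (0.63). It was not called without normal replicate 1 (0.47) or without normal replicate 2 (1.40). The adjusted p with an estimated correlation was 0.676 for all members and 0.459 without the genes of both regions. Adjusted over the list alone, 13 rose and 1 fell, 10 rose and 1 fell, and 7 rose and 2 fell, in the order of the lists.

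Endothelial markers were the lowest of the 35 lists. Of 18 tested genes of endothelium and blood 17 fell and 0 rose, with a median log2 fold change of -3.69 (camera adjusted p = 7.0e-50, and 0.267 with an estimated correlation). PECAM1, the endothelial surface antigen CD31 at chromosome 17 from 64319415 to 64413776, had 89.8 ± 1.68 CPM in normal and 5.13 ± 0.465 CPM in I329T NMOs (SD, n = 2). ESAM and the receptor gene TIE1 were 19-fold and 13.9-fold lower. Of 23 epithelial and endodermal markers 14 fell and 4 rose, with a median of -1.18 (camera adjusted p = 0.0032, and 0.310 with an estimated correlation). EPCAM and GRHL2 were 2.87-fold and 5.34-fold lower, and FOXA1, which is also expressed in floor plate, went from 0.589 to 11.8 CPM. Sclerotome, cartilage and mesenchyme genes went both ways, with 10 of 29 higher and 13 lower. TCF21, FOXC2 and PDGFRB, genes of visceral and perivascular mesenchyme, were 15-fold, 9.36-fold and 6.16-fold lower, and the sclerotome factor gene NKX3-2 was 10.7-fold higher at 0.468 and 4.998 CPM. TCF21 is also a member of a podocyte list written after the largest changes were seen, whose median was -2.96 in the same libraries. The mesenchyme call was marginal (median -0.17, camera adjusted p = 0.044, and 0.436 with an estimated correlation). It was lost without I329T replicate 1 (median -0.14) and without I329T replicate 2 (-0.075), and without normal replicate 2 the median was -0.041. With the filter of 5 CPM the mesenchyme median turned to 0.157 and the call was lost. The call was also lost with limma on log2(TPM + 1), fgsea and the replicate block. Of 12 tested pluripotency genes 4 rose and 4 fell. DNMT3B and SALL4 were 2.57-fold and 2.61-fold higher and TDGF1 was 9.50-fold lower at 0.642 and 0.066 CPM. The pluripotency list was not called (camera adjusted p = 0.795), and its median (-0.40) and mean (-0.39) were below 0 while the test pointed up. Adjusted over the list alone, the counts were the same for endothelium, mesenchyme and pluripotency, and 15 epithelial genes fell and 4 rose.

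**Figure D2:**
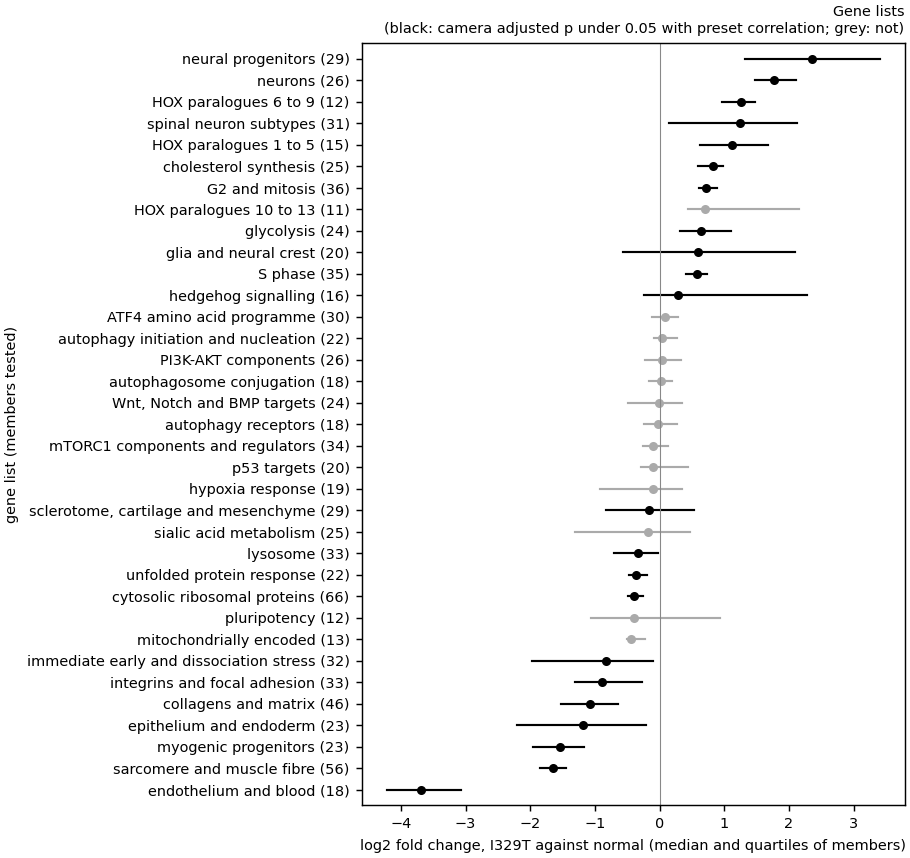
Median (points) and quartiles (lines) of the log2 fold change of I329T against normal NMOs over the tested members of each of the 35 gene lists, with the number of members in parentheses. Medians range from -3.69 for endothelium and blood to 2.36 for neural progenitors, and black marks the lists with a camera adjusted p under 0.05 at the preset correlation.

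The paper reports that genes of the extracellular matrix were higher in I329T myoblasts and in Gne knockout mouse myoblasts. It also counts NMOs among the models with excessive matrix production, and reports enrichment of a collagen gene set in patient muscle of advanced pathology. In these NMO libraries matrix genes were lower in the I329T group, opposite to what the paper describes for NMOs. Of 46 collagen and matrix genes 38 fell and 1 rose, with a median log2 fold change of -1.07 (camera adjusted p = 3.1e-21, and 0.310 with an estimated correlation). COL3A1, a fibrillar collagen gene, had 2184 ± 117.5 CPM in normal and 890.4 ± 62.2 CPM in I329T NMOs (SD, n = 2), a log2 fold change of -1.29 (SE 0.09, edgeR adjusted p = 1.2e-04). FN1 (fibronectin), COL6A1, COL26A1 and LAMA4 had log2 fold changes of -0.86, -0.94, -1.21 and -1.39, all past the test. COL8A1 and HAPLN1 did not pass it, with log2 fold changes of 0.50 (SE 0.66) and -0.15 (SE 0.21), and the I329T libraries differed for both. COL8A1 was at 5.95 and 1.18 CPM in I329T replicates 1 and 2, and its log2 fold change was -1.075 without replicate 1 (edgeR adjusted p = 0.0022) and 1.25 without replicate 2 (1.1e-04). HAPLN1 was at -0.52 without I329T replicate 1 (edgeR adjusted p = 0.0041) and 0.15 without I329T replicate 2. The basement membrane genes COL15A1 and NID2 and the proteoglycan gene BGN were 5.85-fold, 4.10-fold and 8.23-fold lower. LUM (lumican), on chromosome 12, was the gene that rose, by 1.32-fold, and its call was lost without normal replicate 1 (edgeR adjusted p = 0.083) and without normal replicate 2 (0.086). The log2 fold change of LUM was 0.40 and fell to 0.27 without I329T replicate 1.

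Integrin and focal adhesion genes were lower too. Of 33, 24 fell and 4 rose, with a median of -0.89 (camera adjusted p = 2.4e-09, and 0.310 with an estimated correlation). ITGA3 and ITGB3 were 10.9-fold and 3.74-fold lower, and ITGB4, the laminin-binding subunit of hemidesmosomes, was 8.08-fold higher. Endothelial markers fell in the same libraries (median -3.69). Adjusted over the list alone, 38 matrix genes fell and 2 rose, and 24 integrin and adhesion genes fell and 4 rose.

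The study also examined genes of autophagy and of its regulator mTORC1. For I329T against normal NMOs, the paper reports enrichment of autophagy-related gene sets and of a hallmark gene set of mTORC1 signalling. The lists used here were written separately, and the paper's gene sets were not tested. Its other evidence includes phosphorylated proteins in knockout mouse myoblasts and staining of NMOs for the autophagosome marker LC3B. Gene counts measure neither. Autophagy genes moved in both directions, most of them by less than 2-fold. Of 22 genes for initiation and nucleation 5 rose and 4 fell, of 18 for the conjugation that forms autophagosomes 4 rose and 4 fell, and of 18 cargo receptor genes 4 rose and 6 fell. ULK1, the kinase that starts autophagy (chromosome 12 from 131894622 to 131923150), had 128.4 ± 3.77 CPM in normal and 202.0 ± 11.3 CPM in I329T NMOs (SD, n = 2), a log2 fold change of 0.65 (SE 0.07, edgeR adjusted p = 6.4e-04). UVRAG, of the class III PI3-kinase complex, rose 1.78-fold and WDR45, a phosphoinositide-binding protein gene, was 1.5-fold lower. In the conjugation list, GABARAPL1 (chromosome 12) rose 1.59-fold, and ATG16L2 and ATG4A were 2.68-fold and 1.89-fold lower. Of the receptor genes, RETREG1, TEX264 and CCPG1, which serve autophagy of the endoplasmic reticulum, were 2.45-fold, 1.85-fold and 1.43-fold lower, and BNIP3L, a mitochondrial receptor gene, was 1.52-fold higher. None of the 3 lists was called by camera (medians 0.04, 0.02 and -0.03, camera adjusted p = 0.679, 0.869 and 0.745). The conjugation list had a median above 0 and a mean of -0.11. The fry test, which does not compare with other genes, placed the initiation list higher (fry adjusted p = 0.018). Adjusted over the list alone the counts were the same.

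Autophagy genes changed less often than other expressed genes. Of 54 members of the 3 autophagy lists with log2 CPM above 3, 23 (42.6%) had an edgeR adjusted p under 0.05, against 62.6% of 11640 other protein-coding genes at that level (two-sided Fisher's exact test, odds ratio 0.44, p = 0.00297, adjusted p = 0.00891 over 3 tests). For mTORC1 components and regulators the share was 45.5% of 33 (Fisher's exact p = 0.0481, adjusted p = 0.0721), and for the lysosome it was 71.9% of 32 (Fisher's exact p = 0.361, adjusted p = 0.361). Genes are not independent, and these 3 tests were chosen after values of the lists were seen. Of all tested members of the 3 autophagy lists, 4 were called past 2-fold. These were ATG16L2, RETREG1 and a pair named after their values were seen, MAP1LC3C (1.41 and 0.302 CPM, 4.68-fold lower) and MAP1LC3B2 on chromosome 12 (0.56 and 1.63 CPM, 2.88-fold higher).

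**Figure D3:**
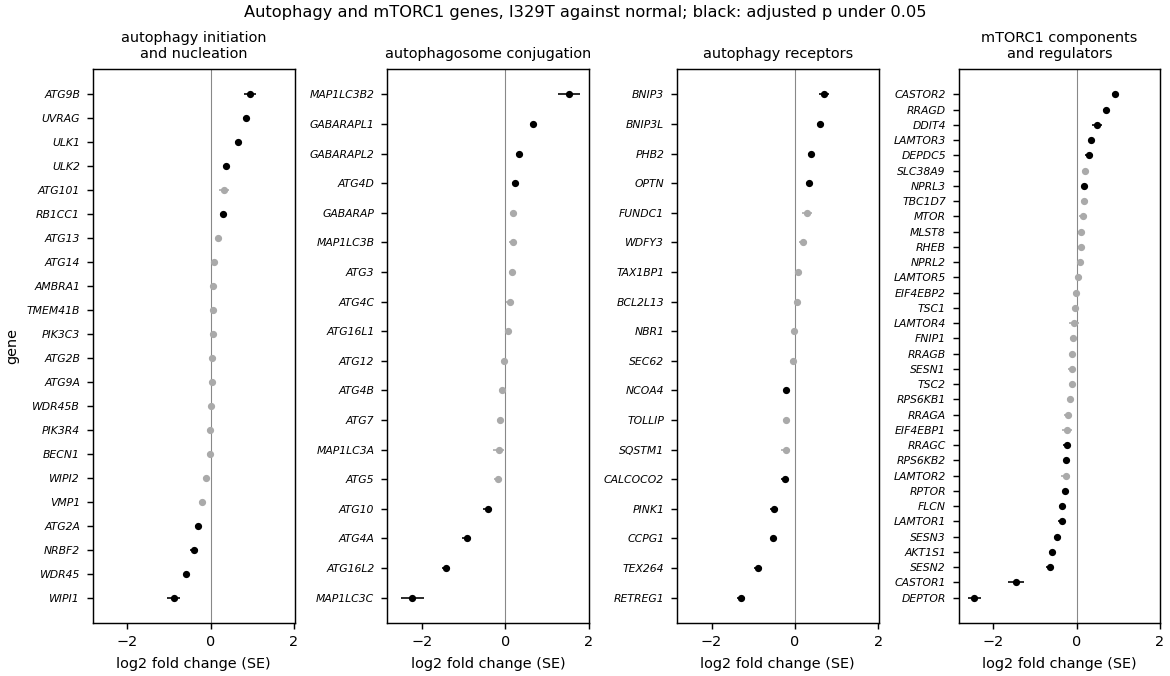
Log2 fold change of I329T against normal NMOs for each tested gene of the 3 autophagy lists and of the mTORC1 list, with bars for the SE from edgeR and black for an adjusted p under 0.05. Genes lie on both sides of 0 in each panel, from -2.46 for DEPTOR to 1.53 for MAP1LC3B2.

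Of 34 mTORC1 components and regulators 6 rose and 10 fell (median -0.10, camera adjusted p = 0.626), and 5 and 9 did when adjusted over the list alone. DEPTOR, an inhibitory partner of mTOR, was 5.51-fold lower, and the nutrient sensing genes CASTOR2 and RRAGD were 1.89-fold and 1.62-fold higher. Of 26 PI3K and AKT genes 8 rose and 7 fell, also when adjusted over the list alone, with a median of 0.03, a mean of -0.23 and a camera adjusted p of 0.692. PIK3CG, a catalytic subunit of blood and endothelial cells, was 44.4-fold lower, beside the fall of endothelial markers in the same libraries. INSR (insulin receptor) and INPP4B were 1.90-fold and 2.29-fold lower. Lysosomal genes were lower, with 20 of 33 down and 4 up, also over the list alone (median -0.34, camera adjusted p = 0.0028, and 0.676 with an estimated correlation). The transcription factor gene MITF and the cathepsin genes CTSL and CTSZ were 3.86-fold, 2.16-fold and 1.85-fold lower, and ATP6V0A1, a subunit of the proton pump, was 1.36-fold higher.

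Cholesterol synthesis genes rose together, 23 of 25 with 0 lower, also over the list alone. HMGCS1, an early enzyme of the pathway, went from 218.0 ± 6.54 to 664.5 ± 42.7 CPM (SD, n = 2), and ACAT2 and FDFT1 rose 2.48-fold and 2.18-fold. The median log2 fold change was 0.82 (camera adjusted p = 2.7e-11, and 0.310 with an estimated correlation). Of 24 glycolysis genes 18 rose and 2 fell, and 19 and 2 over the list alone (median 0.63, camera adjusted p = 3.3e-07, and 0.644 with an estimated correlation). ENO2 (on chromosome 12), ALDOC and PFKP, forms abundant in brain, rose 6.01-fold, 4.02-fold and 3.42-fold, while the muscle enolase gene ENO3 was 2.82-fold lower. Of these genes 5 lie on chromosome 12 or the chromosome 1 segment, and without them the median was 0.47 (camera adjusted p = 2.6e-04, and 0.658 with an estimated correlation). Neuronal markers rose (median 1.77) and sarcomere genes fell (median -1.66) in the same libraries.

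Hypoxia genes were not called with all libraries, with 5 of 19 up and 8 down, and 7 and 8 over the list alone (median -0.11, camera adjusted p = 0.395). NDRG1 and the carbonic anhydrase gene CA12 were 3.70-fold and 4.98-fold lower and MXI1 was 2.08-fold higher. The sign of the hypoxia median depended on the library left out. It was -0.62 without I329T replicate 1 and -0.23 without normal replicate 2, but 0.18 without I329T replicate 2 and 0.01 without normal replicate 1. Of these fits, only the one without I329T replicate 1 called the hypoxia list, as lower, and it leaves 1 I329T library. The adjusted p with an estimated correlation was 0.846 over all libraries. Genes of the ATF4 amino acid programme were not called, with 10 of 30 up and 5 down, and 10 and 4 over the list alone (median 0.08, camera adjusted p = 0.243). GPT2 rose 2.19-fold, SHMT2 and XPOT, both on chromosome 12, rose 1.85-fold and 1.71-fold, and PYCR1 was 1.33-fold lower. Of 22 unfolded protein response genes 15 fell and 0 rose, and 16 fell and 1 rose over the list alone (median -0.36, camera adjusted p = 0.018, and 0.676 with an estimated correlation). The call was lost with the filter of 5 CPM (median -0.35, camera adjusted p = 0.057). Endothelial (median -3.69) and sarcomere genes (median -1.66) fell in the same libraries. DNAJC3, the stress sensor gene ERN1 and PDIA4 were 1.90-fold, 1.88-fold and 1.47-fold lower.

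Proliferation genes were modestly higher. Of 36 genes of G2 and mitosis 34 rose and 0 fell, and of 35 S phase genes 28 rose and 2 fell, also over the list alone, with medians of 0.72 and 0.57 (camera adjusted p = 2.4e-09 and 2.9e-05). With an estimated correlation the adjusted p was 0.644 and 0.676. Neural progenitor markers rose in the same libraries (24 of 29, median 2.36). NUSAP1, PTTG1 and CDC20 were 1.98-fold, 1.87-fold and 1.82-fold higher, and E2F1 was 1.90-fold higher. PRIM1 and UNG, on chromosome 12, rose 2.54-fold and 1.66-fold, and POLA1 was 1.74-fold lower. Targets of p53 (6 of 20 up, 4 down; median -0.11, mean 0.06, camera adjusted p = 0.745) and feedback targets of Wnt, Notch and BMP signals (7 of 24 up, 8 down; median -0.01, camera adjusted p = 0.926) were not called, with the same counts over the lists alone. Among them DDB2 and PLK3 were 2.21-fold and 1.95-fold higher and TP53I3 was 1.85-fold lower. HEYL, a Notch target of perivascular cells, and SMAD6 were 3.44-fold and 2.60-fold lower, and NRARP, another Notch target, was 3.28-fold higher.

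Lists that bear on RNA quality and handling also differed. Immediate early and dissociation stress genes were lower, 21 of 32 with 4 higher, also over the list alone (median -0.83, camera adjusted p = 2.6e-07, and 0.310 with an estimated correlation). CCN2, JUNB and EGR1 were 7.70-fold, 4.08-fold and 4.29-fold lower and IER5 was 1.94-fold higher. Cytosolic ribosomal protein genes fell slightly, 48 of 66 with 0 higher, and 49 over the list alone (median -0.39, camera adjusted p = 3.3e-04, and 0.826 with an estimated correlation). RPL7, RPL12 and RPL10A were 1.46-fold, 1.57-fold and 1.51-fold lower, and these genes have many processed pseudogenes that can take a share of their fragments. Mitochondrially encoded genes took 6.78% and 5.75% of counts in the normal and 5.64% and 4.82% in the I329T libraries. Of these 13 genes 5 fell and 0 rose, and 4 fell over the list alone (median -0.44, camera adjusted p = 0.171), and the list was called lower without normal replicate 2 (median -0.53, camera adjusted p = 0.013) and without I329T replicate 1 (-0.525, 0.025). The adjusted p with an estimated correlation was 0.846 over all libraries. MT-ND4L was 1.57-fold lower. MT-CO2 and MT-ND5 were 1.37-fold and 1.42-fold lower, and their calls were lost without normal replicate 1 (edgeR adjusted p = 0.108 and 0.145). With limma on log2(TPM + 1) the calls of MT-ND4L and MT-CO2 were lost (limma adjusted p = 0.057 and 0.070).

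Genes of chromosome 12 were higher as a group. Over 649 protein-coding genes of chromosome 12 with log2 CPM above 3 the median log2 fold change was 0.59 (95% bootstrap interval 0.55 to 0.64), a ratio of 1.5, and 84.1% of them were higher in I329T NMOs. The medians of the other chromosomes lay between -0.08 and 0.09. Each of the 4 pairings of an I329T with a normal library gave the shift, at 0.56 to 0.64 above the other chromosomes. On chromosome 1, 81 genes starting between 196225779 and 209900923 had a median of 0.58, against -0.02 for the rest of that chromosome. This segment was chosen after the values were seen. Without the genes of chromosome 12 and of this segment, 2480 genes were higher and 3324 lower by more than 2-fold.

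**Figure D4:**
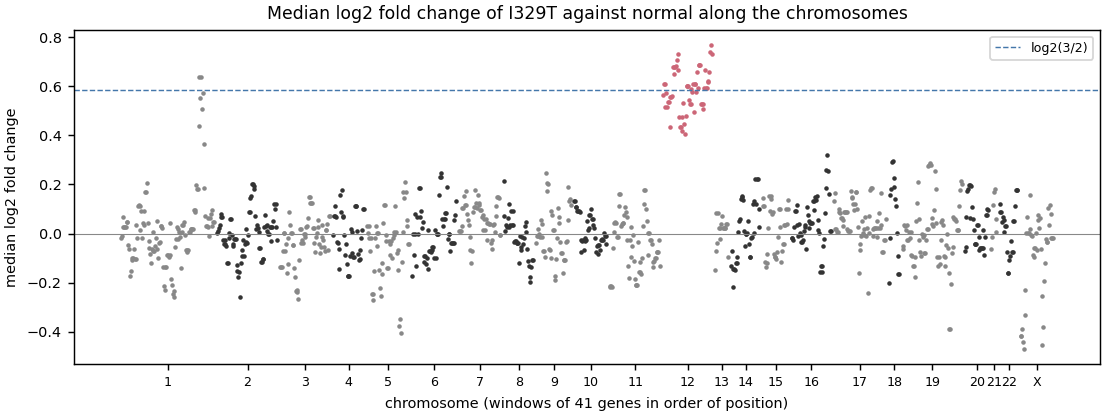
Median log2 fold change of I329T against normal NMOs in sliding windows of 41 protein-coding genes ordered along each chromosome, with chromosome 12 in red and a dashed line at the log2 of a ratio of 1.5. Windows of chromosome 12 lie between 0.40 and 0.77, and windows elsewhere, apart from the chromosome 1 segment, reach at most 0.32.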

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

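The alternatives without the genes of chromosome 12 and of the chromosome 1 segment, and with libraries thinned to the smallest total, were chosen after the data were seen. Genes higher and lower numbered 2846 and 3483 with DESeq2 size factors, 3203 and 3829 with no low-count filter, 2451 and 3076 with the DESeq2 Wald test, 2279 and 2888 at an adjusted p under 0.01, 2480 and 3324 without both regions, and 2770 and 3400 after thinning, against 2852 and 3481. Leaving out 1 library gave 2292 to 2852 higher and 2893 to 3642 lower genes. That leaves 1 library in a group, which is assumed to vary like the other group. The filter of 5 CPM in 2 libraries tested fewer genes (13864) and gave 1189 and 1531, and limma on log2(TPM + 1) gave 1499 and 1593, where the cause was not tested. All 35 lists kept their direction and their side of the threshold with DESeq2 size factors and with no low-count filter.

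With the replicate block, 2832 genes were higher and 3461 lower. The labels only share replicate numbers, and deviations of same-numbered libraries correlated at 0.05. Under this block the mesenchyme list lost its call (median -0.312, camera adjusted p = 0.0685) and the mitochondrial list gained one (-0.437, 0.0188).

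For the other list results that changed, the cause was not tested. With the filter of 5 CPM, medians were -0.352 for the unfolded protein response, 0.157 for mesenchyme and 0.094 for hedgehog, all 3 no longer called. The mesenchyme median thereby turned sign from -0.172 in the main fit. With limma on log2(TPM + 1), glia (0.657), mesenchyme (-0.096) and hedgehog (0.338) lost their calls and the mitochondrial list gained one (-0.304). The uncalled lists of conjugation (0.097), PI3K-AKT (0.083) and pluripotency (-0.067) turned in the direction of the test. Their medians kept the sign of the main fit (0.017, 0.029 and -0.399). With fry, the adjusted p was 0.01766 for autophagy initiation and 0.03661 for sialic acid metabolism, which gained calls, and 0.06477 for the sarcomere, 0.06712 for glia, 0.0507 for hedgehog and 0.0931 for ribosomal proteins, which lost them. With fgsea it was 0.1358 for glia, 0.1718 for mesenchyme and 0.09938 for hedgehog, which lost their calls, 0.03902 for the mitochondrial list, which gained one, and 0.6991 for Wnt, Notch and BMP targets, which turned direction. Without both regions, medians were -0.208 for sialic acid metabolism and 1.056 for HOX paralogues 10 to 13, which gained calls, and the uncalled lists of Wnt, Notch and BMP targets (-0.006) and p53 targets (-0.135) turned in the direction of the test.

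With an estimated correlation, 22 of 22 called lists lost their calls. The camera adjusted p was 0.2669 for endothelium, 0.3102 for cholesterol synthesis, matrix, integrins, neural progenitors, neurons, spinal subtypes, epithelium, HOX paralogues 1 to 5 and 6 to 9 and immediate early genes, 0.3967 for myogenic progenitors, 0.4358 for mesenchyme, 0.5516 for hedgehog, 0.6436 for glycolysis and for G2 and mitosis, 0.6608 for glia, 0.6757 for the lysosome, the unfolded protein response, the sarcomere and S phase, and 0.8255 for ribosomal proteins.

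Over the 4 fits that leave out 1 library, medians ranged from 0.001 to 0.06 for conjugation, from -0.618 to 0.179 for hypoxia, from -0.143 to -0.041 for mesenchyme, from -0.114 to 0.026 for Wnt, Notch and BMP targets, from 0.474 to 1.402 for HOX paralogues 10 to 13 and from -0.534 to -0.22 for the mitochondrial list. The sarcomere list, called in each of these fits, ranged from -2.242 to -1.254, and the myogenic progenitors, also called in each, from -2.112 to -1.462. COL8A1 (-1.075 without I329T replicate 1, 1.252 without I329T replicate 2) and HAPLN1 (-0.523 and 0.147) changed direction between these fits.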

Other observations

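Lists for 4 further groups of genes were written after the largest changes had been seen, so their directions are not independent evidence. Podocyte genes, which belong to the filtering cells of the kidney, were lower in I329T NMOs in 21 of 23 cases with 0 higher, at a median log2 fold change of -2.96 (camera adjusted p = 1.4e-41, and 0.0575 with an estimated correlation). NPHS1 (nephrin) had 467.2 ± 57.8 CPM in normal and 20.5 ± 4.44 CPM in I329T NMOs (SD, n = 2), and PODXL (podocalyxin) had 2585 ± 144.1 and 212.6 ± 51.6 CPM. WT1 and CLIC5 were 14.5-fold and 19.9-fold lower. Of 19 kidney tubule genes 15 fell and 2 rose, at a median of -2.40 (camera adjusted p = 1.1e-14, and 0.055 with an estimated correlation). CUBN (cubilin) was 14.5-fold lower, while LRP2 and POU3F3, which neural tissue also expresses, were 1.58-fold and 1.93-fold higher.

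Myeloid genes fell in 21 of 22 cases with 0 higher, at a median of -4.69 (camera adjusted p = 1.8e-16, and 0.0575 with an estimated correlation), also with the 3 members at 0 counts set to their bound. Of 31 imprinted genes 9 rose and 10 fell (median 0.01, mean -0.97, camera adjusted p = 0.0616, and 0.385 with an estimated correlation). The mean rests on PEG3, ZIM2 and MIMT1, which are neighbours and of which ZIM2 and MIMT1 were at 0 counts in I329T libraries, and without these 3 genes it was -0.04 (median 0.03). With the 2 members at 0 counts set to their bound the median was the same. IGF2, H19 and DLK1 were 4.19-fold, 4.19-fold and 4.09-fold lower, and MKRN3 and PEG13 were 4.69-fold and 3.59-fold higher. The podocyte, tubule and myeloid lists share 2 members each with the lists set in advance.

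The tests below on an extra copy of chromosome 12, cell type makeup and PEG3 were chosen after the results were seen. Those on GC content and transcript length were chosen before. The PEG3 tests were changed after earlier versions had been run. For lost cell types, the earlier versions compared PEG3 (log2 fold change -10.44) with 107 abundant markers, of which LYZ was the lowest (-8.50, SE 1.09), and then left out genes whose normal libraries differed by 2-fold or more, after which 0 genes had fallen as far. For neighbours, the earlier version left out ZIM2.

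Genes of chromosome 12 were higher along its whole length, with a lowest window median of 0.404 and a median of 0.589 close to the log2 ratio of 3 copies to 2 (0.585). The highest median of 10000 random gene sets matched on expression was 0.087. A change of cell type makeup would raise lineage genes, but the lower quartile of the chromosome was also shifted, by 0.548. With the trend on GC content and length removed the median was 0.626, which argues against that bias. An extra copy of chromosome 12 in the I329T cells, a gain known to recur in cultured human pluripotent stem cells, is a candidate explanation that these values fit, as a hypothesis without a karyotype, and with 1 edited line it cannot be separated from the genotype.

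Endothelial, muscle and kidney markers were lower and neural markers higher. The smaller of the endothelial and neuronal medians was 1.872 in size with the GC and length trend removed, so this trend does not account for the whole pattern. Removing the trend moved the unfolded protein response median from -0.359 to -0.201 and that of ribosomal proteins from -0.393 to -0.224. The mitochondrial median moved from -0.444 to -0.223, and that of cholesterol synthesis, which rose, from 0.82 to 0.989. The uncalled lists of hypoxia (0.135) and mTORC1 (0.03) turned sign. So did those of autophagy receptors (0.01), p53 targets (0.01) and Wnt, Notch and BMP targets (0.199). Fewer endothelial, muscle and kidney cells, lower expression in each cell, unequal recovery of cells when organoids were dissociated, and a difference between differentiations that coincides with the genotype stay open. An effect of a gain of chromosome 12 on genes elsewhere and an effect of GNE I329T itself stay open too, and neither was tested. Changes in matrix, lysosomal and metabolic genes may follow from cell makeup, since these genes differ between cell types, and this was not tested.

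PEG3 was nearly absent from the I329T libraries (13 and 9 counts, against 12557 and 15280). A deletion of the genes within 1 Mb on both sides is argued against by the median of 0.233 over the 47 protein-coding genes tested there, with ZNF835 at 0.21 (SE 0.22) and ZNF264 at 0.21 (SE 0.06) the nearest protein-coding genes on either side that did not fall. Between them, 3 other tested genes in a row with PEG3 fell by over 5 on the log2 scale, all chosen after their values were seen: the noncoding ENSG00000286125 (-6.84, SE 0.14), and ZIM2 and MIMT1, which were at 0 counts in I329T libraries and at least 38.8-fold and 79.0-fold lower against a floor of 3 counts over the group. A smaller deletion around PEG3 or silencing of these genes together may account for this, and gene counts do not decide between them. Loss of cell types that express PEG3 is neither supported nor excluded: of 11181 other protein-coding genes of at least 10 CPM only 2 (MPO and LYZ) came within 2 SE of its fall, through wide SEs (1.06 and 1.09) from unequal normal libraries, and a lost cell type need not have another transcript as abundant and as restricted as PEG3.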
